# Estimating RNA dynamics using one time point for one sample in a single-pulse metabolic labeling experiment

**DOI:** 10.1186/s12859-022-04672-4

**Published:** 2022-04-22

**Authors:** Micha Hersch, Adriano Biasini, Ana C. Marques, Sven Bergmann

**Keywords:** RNA metabolic labeling, RNA dynamics, RNA responsiveness, Zeisel model

## Abstract

**Background:**

Over the past decade, experimental procedures such as metabolic labeling for determining RNA turnover rates at the transcriptome-wide scale have been widely adopted and are now turning to single cell measurements. Several computational methods to estimate RNA synthesis, processing and degradation rates from such experiments have been suggested, but they all require several RNA sequencing samples. Here we present a method that can estimate those three rates from a single sample.

**Methods:**

Our method relies on the analytical solution to the Zeisel model of RNA dynamics. It was validated on metabolic labeling experiments performed on mouse embryonic stem cells. Resulting degradation rates were compared both to previously published rates on the same system and to a state-of-the-art method applied to the same data.

**Results:**

Our method is computationally efficient and outputs rates that correlate well with previously published data sets. Using it on a single sample, we were able to reproduce the observation that dynamic biological processes tend to involve genes with higher metabolic rates, while stable processes involve genes with lower rates. This supports the hypothesis that cells control not only the mRNA steady-state abundance, but also its responsiveness, i.e., how fast steady state is reached. Moreover, degradation rates obtained with our method compare favourably with the other tested method.

**Conclusions:**

In addition to saving experimental work and computational time, estimating rates for a single sample has several advantages. It does not require an error-prone normalization across samples and enables the use of replicates to estimate uncertainty and assess sample quality. Finally the method and theoretical results described here are general enough to be useful in other contexts such as nucleotide conversion methods and single cell metabolic labeling experiments.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12859-022-04672-4.

## Introduction

Since the advent of molecular biology, a consensus has emerged that the regulation of gene expression underlies most biological processes including development, disease and adaptation [1–3]. While gene expression regulation has mostly been associated with activating the production of RNA (e.g. through transcription factors), it has become apparent that the regulation of RNA splicing and RNA stability also plays an important role in determining the expression level of a gene [4, 5]. Taking advantage of high throughput RNA quantification protocols, methods designed to distinguish the effects of RNA synthesis, processing and degradation at the transcriptome-wide level have been developed. Among them, RNA metabolic labeling techniques relying on chemically modified ribonucleotides such as 6-thianoguanosine (6sG) 4-thiouridine (4sU), 5’-Bromouridine (BrU) or 5-ethynyluridine (EU) have been widely adopted (as reviewed in [6]), due to their minimal impact on cellular function [7, 8]. Briefly, incubating cells with modified ribonucleotides for a limited period of time (referred to as the pulse), and their concomitant incorporation in newly synthesized transcripts, allows distinguishing newly transcribed from preexisting RNA, which can be biochemically separated and quantified. The separation can be performed using thiol-specific biotinylation and streptavidin-dependent enrichment of biotinylated RNA [9] or, through a more recent improvement, by direct capture of 4sU onto a solid phase using a methane thiosulfonate resin [10]. Following the quantification, which was based initially on microarray technologies [11] and now on RNA-seq [12, 13], the resulting data can then be used to estimate RNA decay rates. More recently, methods that rely on nucleotide conversion have been used to the same effect, with the advantage of circumventing the cumbersome biochemical enrichment and separation step: SLAM-Seq chemo-selectively labels 4sU with iodoacetamide to enable the *in silico* identification of 4sU containing RNA. While this method avoids the biases arising from the enrichment-based methods described above, it also has disadvantages. First it requires higher RNA sequencing depth for quality control [14] and more resources to implement. Second, SLAM-DUNK, the currently available software for analyzing SLAM-Seq data is only compatible with a modified 3’end mRNA sequencing method, a specialized approach which is only applicable to a fraction of all RNAs present in a cell [15].

In contrast, several methods to estimates RNA dynamics from metabolic labeling experiment data have been developed [16–18] (see [19] for a review). Typically, labeled transcript abundances are fitted to an exponential function approaching to steady-state equilibrium during the labeling pulse (or after the pulse, during the so-called chase phase when labeled transcripts are being depleted). The RNA half-life can then be estimated from those exponential fits [20–22]. This requires time-course experiments in order to have enough points for fitting, as well as a way to normalize RNA concentrations across samples, either using spike-ins [23], or using internal controls such as intron concentrations [24]. The INSPEcT method [25] goes beyond first order dynamics and takes into account the RNA processing rates, which are estimated along with the degradation and synthesis rates. This method works by first estimating rates for individual samples by assuming, by default, no degradation during the pulse and then uses those estimates as a starting point for fitting models of rate evolution for all the rates of all samples. Those methods rely, for each sample, on a the separate quantification of labeled RNA on one hand and of total (mixed labeled and unlabeled) and/or unlabeled (or pre-existing) RNA on the other hand. In its later version, INSPEcT was extended to estimate rates without labeling the sample [26].

In this work, we build on the INSPEcT approach and derive an exact solution (when it exists) for the initial rate estimates without making the assumption of no labeled transcript degradation. This is achieved by considering the intron to exon ratio for each transcript in both the labeled and unlabeled RNA pools, thus allowing to bypass the need for normalization across those two samples. We can thus infer synthesis, processing and degradation rates from a single sample and time point. Those rates can be used as such, allowing to reduce the experimental load and costs and compare rates across samples and time points. But they can also be used, as in INSPEcT, as initial estimates for mutliple sample-based rate estimation. Applying our method to our own experimental data and using a single sample and time point, we obtain synthesis and processing rates that are well correlated with the ones obtained using INSPEcT first guess. The degradation rates, on the other hand, correlate poorly across the two methods, but those computed with our method correlate better than INSPEcT with previously published mRNA degradation rates obtained with three replicates and seven time points in a nuclear conversion protocol [27]. Because it can be reduced to numerically solving an equation with a single unknown on a bounded domain, it is also much faster than INSPEcT. Moreover, our results are consistent with an adapted gene-specific mRNA responsiveness and co-transcriptional mRNA processing [28].

## Method

### Overview

**Fig. 1:**
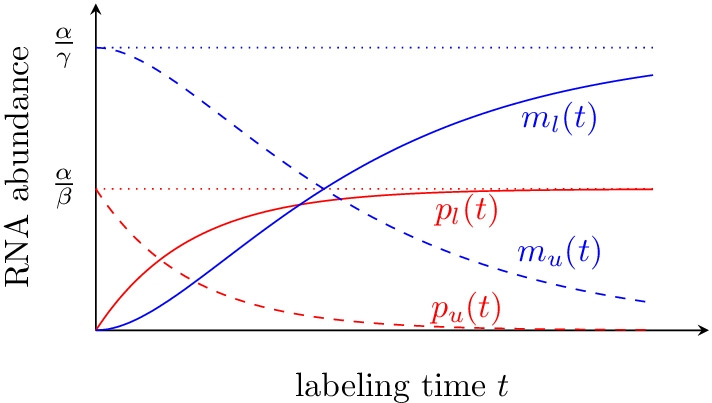
Evolution of unlabeled and labeled, premature and mature RNA during labeling according to the Zeisel model. Dotted horizontal lines correspond to steady-state levels, dashed lines correspond the unlabeled RNA and solid lines to labeled RNA. Processing and degradation rates can be estimated from the ratios of the two dashed lines and of the two solid lines at a single time point

This paragraph summarizes the general strategy of the method, with references to relevant equations indicated in parentheses. We use the Zeisel model of RNA dynamics [29] to model both the unlabeled and the labeled RNA (1, 2). Using the standard procedure for solving systems of linear differential equations, we find its general solution and its free parameters by setting the initial conditions for both the unlabeled (or pre-existing) and the labeled RNA (3–6), as illustrated in Fig. 1. We can then express, for a given gene and for both unlabeled and labeled RNA, the ratios of intron to exon expression level as functions of the processing and degradation rate of that gene (8,9). These two ratios are independent from the RNA synthesis rate. Using the intron to exon ratios as observables, we are left with two non-linear equations and two unknowns, namely the processing and degradation rates. These equations are then reparametrised with dimensionless parameters and reduced to a single non-linear equation with one unknown (13). This resulting equation is only defined on a bounded domain (14). Our rates can thus be inferred by numerically solving that equation on a bounded domain, which is very fast. In addition, we prove in Additional file 3: Appendix C that this equation, under certain conditions, has a single solution (but in general it can also have two or no solution).

### Model

Like previous work [25], we use the Zeisel model of RNA synthesis, processing and degradation [29].

1 $$\begin{aligned} \dot{p}&= \alpha -\beta p\end{aligned}$$

2 $$\begin{aligned} \dot{m}&= \beta p- \gamma m\,, \end{aligned}$$

where $$p$$ is the premature RNA, $$m$$ the mature RNA, and $$\alpha$$, $$\beta$$, $$\gamma$$ are RNA the synthesis, processing and degradation rates. This model can be solved analytically (see Additional file 1: Appendix A). In particular, enforcing the boundary conditions corresponding to the unlabeled RNA, namely that it is at steady state when the pulse starts (*t* = 0) and that subsequently no more pre-mature RNA is produced, results in

3 $$\begin{aligned} p_{u}(t)&= \frac{\alpha }{\beta }\exp (-\beta t) \end{aligned}$$

4 $$\begin{aligned} {m_{u}}(t)&= \frac{\alpha }{\gamma -\beta }\exp (-\beta t) - \frac{\beta \alpha }{\gamma (\gamma -\beta )}\exp (-\gamma t)\,, \end{aligned}$$

where the *u* subscript indicates that this corresponds to the unlabeled RNA pool.

Enforcing boundary conditions corresponding to the labeled RNA, namely that it is not (yet) expressed at $$t=0$$ leads to

5 $$\begin{aligned} p_{l}(t)&= \frac{\alpha }{\beta }\big (1 - \exp (-\beta t)\big ) \end{aligned}$$

6 $$\begin{aligned} m_{l}(t)&= \frac{\alpha }{\gamma }\left( 1+\frac{\beta }{(\gamma -\beta )}\exp (-\gamma t)\right) - \frac{\alpha }{\gamma -\beta }\exp (-\beta t) \end{aligned}$$

where the *l* subscript indicates that this corresponds to the labeled RNA pool.

### Inferring synthesis, processing and degradation rates

We consider that the exonic RNA abundance $$\chi$$ corresponds to the premature and mature RNA, while the intronic RNA abundance $$\iota$$ correspond to the premature RNA only. Furthermore, we assume that $$\chi$$ and $$\iota$$ are suitably normalised for exonic and intronic length so that they are proportional to the number of transcripts. We can then compute:

7 $$\begin{aligned} \frac{\iota }{\chi } = \frac{p(T)}{p(T)+m(T)}\,, \end{aligned}$$

where *T* is the labeling time.

In the case of unlabeled fraction, we have

8 $$\begin{aligned} \frac{\iota _{u}}{\chi _{u}}&= \frac{p_{u}(T)}{p_{u}(T)+{m_{u}}(T)}\nonumber \\&= \frac{E_\beta }{\beta \big ((\frac{1}{\beta }+\frac{1}{\gamma -\beta })E_\beta -\frac{\beta }{\gamma (\gamma -\beta )}E_\gamma \big ) }\nonumber \\&= \frac{E_\beta }{\frac{\gamma }{\gamma -\beta }E_\beta -\frac{\beta ^{2}}{\gamma (\gamma -\beta )}E_\gamma }\nonumber \\&= \frac{(\gamma -\beta )E_\beta }{\gamma E_\beta -\frac{\beta ^{2}}{\gamma }E_\gamma }\nonumber \\&= \frac{\gamma (\gamma -\beta )E_\beta }{\gamma ^{2}E_\beta -\beta ^{2}E_\gamma }\, \end{aligned}$$

where we define $$E_\beta =\exp (-\beta T)$$ and $$E_\gamma =\exp (-\gamma T)$$ as abbreviations.

For the labeled fraction, we have

9 $$\begin{aligned} \frac{\iota _{l}}{\chi _{l}}&= \frac{p_{l}(T)}{p_{l}(T)+m_{l}(T)}\nonumber \\&= \frac{\big (1 - E_\beta \big )}{\big (1 - E_\beta \big )-\frac{\beta }{\gamma -\beta }E_\beta + \frac{\beta }{\gamma }\big (1+ \frac{\beta }{\gamma -\beta }E_\gamma \big )}\nonumber \\&= \frac{\big (1 - E_\beta \big )}{\frac{\gamma +\beta }{\gamma }-\frac{\gamma }{\gamma -\beta }E_\beta +\frac{\beta ^2}{\gamma (\gamma -\beta )}E_\gamma }\nonumber \\&= \frac{\gamma (\gamma -\beta )\big (1 - E_\beta \big )}{\gamma ^{2}-\beta ^{2}+\beta ^{2}E_\gamma -\gamma ^{2}E_\beta }\nonumber \\&= \frac{\gamma (\gamma -\beta )\big (1 - E_\beta \big )}{\gamma ^{2}\big (1-E_\beta \big )-\beta ^{2}(1-E_\gamma \big )}. \end{aligned}$$

We notice that this last expression is of the same form as the one for the unlabeled fraction (8), but replacing exponentials by their complement to one. Importantly these two fractions do not depend on $$\alpha$$, which (unlike [26]) allows our method to estimate processing and degradation rates independently from the synthesis rate.

Denoting $$a= \frac{\iota _{u}}{\chi _{u}}$$ and $$b= \frac{\iota _{l}}{\chi _{l}}$$ as the observable unlabeled and labeled ratios of intron to exon abundances, we are left with a system of two equations and two unkowns $$\beta$$ and $$\gamma$$, which we now set out to solve. First, we reparameterize our system with $$\beta = k\gamma$$ and define $$E_{k\gamma }=E_\beta =\exp (-k\gamma T)$$ leading to

10 $$\begin{aligned} a&= \frac{(1-k)E_{k\gamma }}{E_{k\gamma }-k^{2}E_\gamma } \end{aligned}$$

11 $$\begin{aligned} b&= \frac{(1-k)\big (1-E_{k\gamma }\big )}{\big (1-E_{k\gamma }\big )-k^{2}\big (1-E_\gamma \big )}\,. \end{aligned}$$

It is shown in Additional file 2: Appendix B that this system of equations can be simplified to the following system of equations where $$k$$ is isolated.

12 $$\begin{aligned} \log \left( \frac{b-a}{a(bk+b-1)}\right)&= k\gamma T \end{aligned}$$

13 $$\begin{aligned} \frac{k}{k-1}\log \left( \frac{k+a-1}{k^{2}a}\right) -\log \left( \frac{b-a}{a(bk+b-1)}\right)&= 0 \,, \end{aligned}$$

with the following domain of definition $${\mathcal {D}}$$ for $$k$$:

14 $$\begin{aligned} \max \left( \frac{1}{b}-1,1-a\right)< k < \frac{1}{a}-1\,. \end{aligned}$$

The above equation (13) does not explicitely depend on *T* and can be solved numerically on $${\mathcal {D}}$$. In practice $$a$$ and $$b$$ are approximated by $$r_{u}$$ and $$r_{l}$$, defined as the length-normalized intronic to exonic read count ratio (or TPM ratio) for the unlabeled and for the labeled sampled respectively.

We further prove in Additional file 3: Appendix C that for $$b>\frac{1}{2-a}$$, Eq. (13) has a single solution in the domain given by (14), which can be found very efficiently. This enables the estimation of the processing and degradation rates for a single sample. Moreover, since the reduced equation is independent from *T*, uncertainty on its true value does not affect the relative values of the rate estimates. Hence replicates can be used to assess the reliability of the estimates and time courses allow to test whether the rates are constant as assumed by the model.

If (13) does not have a solution, estimates can be obtained by minimizing (in log space) the squared Euclidean distance between the observed (i.e., $$r_{u}$$, $$r_{l}$$) and derived values of $$a$$ and $$b$$:

15 $$\begin{aligned} f(k,\gamma T) =&\left( \log (r_{u}) - \log \left( \frac{(1-k)}{\exp (-k\gamma T)-k^{2}\exp ((k-1)-\gamma T)}\right) \right) ^2 \nonumber \\&+\left( \log (r_{l}) -\log \left( \frac{(1-k)\left( 1 - \exp (-k\gamma T)\right) }{\left( 1-\exp (-k\gamma T)\right) -k^{2}(1-E_\gamma \big )} \right) \right) ^{2}\,. \end{aligned}$$

The ratios $$r_{u}$$, $$r_{l}$$ must be smaller than one to make sense within our model and genes where this is not the case should be discarded. The log function is used to give exon and intron counts equal standing.

The above bivariate function can be reduced to a univariate function $$f^{*}$$ using (12):

16 $$\begin{aligned} f^{*}(k) = f\left( k,\frac{1}{k}\log \left( \frac{r_{l}-r_{u}}{r_{u}(r_{l}k+r_{l}-1)}\right) \right) \end{aligned}$$

The processing and degradation rates are derived from $$k$$ using (12) where $$a$$ and $$b$$ are again approximated by $$r_{u}$$ and $$r_{l}$$ respectively. Then the synthesis rate $$\alpha$$ can be easily obtained from (4), where $${m_{u}}$$ is approximated by $$\chi _{u} - \iota _{u}$$ as unlabeled RNA is likely more precisely quantified, due to the usual presence of some unlabeled RNA in the labeled RNA pool (captured through unspecific binding):

17 $$\begin{aligned} \gamma = \frac{1}{kT}\log \Big (\frac{r_{l}-r_{u}}{r_{u}(r_{l}k+r_{l}-1)}\Big ) \quad \quad \beta =k\gamma \quad \quad \alpha = \frac{\gamma (\gamma -\beta )(\chi _{u}-\iota _{u})}{\gamma E_\beta - \beta E_\gamma } \end{aligned}$$

Note, that the estimation of $$\alpha$$ using the labeled RNA and (6) is also possible, see Additional file 4: Fig. D8 in Appendix D for a comparison.

## Results

### Simulated data

In order to confirm that our method can be applied in principle, we evaluated our method on simulated data, where the data was generated using the exact model used to develop the method (see equations 3 and following). As a first step, we did not simulate noise in the model so as to validate the mathematical developments above and our implementation of the method. We generated 50000 random value for $$\alpha$$, $$\beta$$, and $$\gamma$$ ranging between $$\exp (-5)$$ and $$\exp (5)$$ and computed the corresponding values for $$\iota$$ and $$\chi$$. We then computed $$r_{u}$$ and $$r_{l}$$ by taking the ratio. Estimates $${\hat{\beta }}$$ and $${\hat{\gamma }}$$ where then inferred by using $$r_{u}$$ and $$r_{l}$$ as an input to the method and compare the original $$\beta$$ and $$\gamma$$.

Numerically solving equation (13), yielded either one or two solutions. The results for the unambiguous cases are shown in Fig 2, left. We see that in virtually all cases, the method yields accurate estimates of the processing and degradation rates. For a few points, the method is less accurate at the upper boundary of the parameter space, probably due limited floating point precision. Indeed, if the labeling time is too long with respect to the metabolic rates, virtually all unlabeled RNA are degraded and the rates cannot be reliably estimated.

**Fig. 2:**
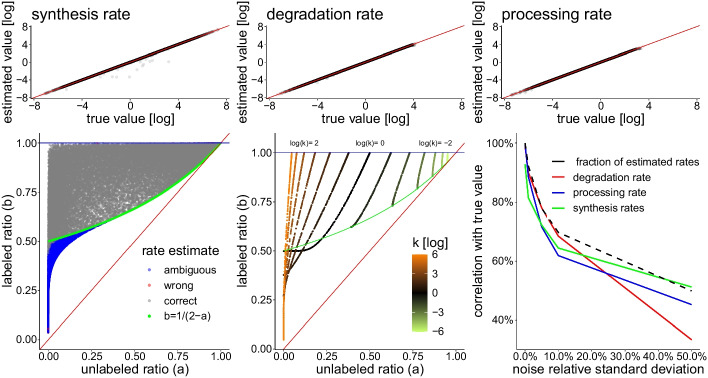
Simulated data. Top row: the method correctly estimates synthesis, processing and degradation rates. Points with ambiguous solutions are not shown. Some points corresponding to high rates cannot be estimated correctly as the system as already reached steady state during the simulated “pulse’. Bottom left: the measurement space can be partitioned into ambiguous and unambiguous regions. The green line corresponds to $$b=\frac{1}{2-a}$$. Above that line, rates are correctly and unambiguously estimated. Boundary cases are sometimes wrongly estimated, probably due to numerical errors (red dots). Bottom center: Trajectories in the phase space are solely determined by the *k* parameter. They start at time $$T=0$$ at the top ($$b=1$$) and go down. For $$k<1$$ the trajectories (in olive) remain above the green line defined by $$b=(2-a)^{-1}$$ and do not cross. For $$k>1$$ (in orange), they cross each other below the green line. The velocity at which the system follows the trajectory depends on the actual values of $$\beta$$ and $$\gamma$$. Bottom right: effect of adding simulated Gaussian noise to the exon and intron quantifications on the correlation between estimated and true values of the rates. The abscissa indicates the standard deviation of the noise relative to the expression value. The black dashed line indicates the fraction of transcripts for which rates could be estimated. For example, a 10% standard deviation for noise, provides rates for about 70% of transcripts with around 62%-68% correlation with the true values

As we are considering single-sample estimates, it is possible to chart the observable space given by $$a$$ and $$b$$ and see when the method provides unambiguous results. Figure 2, bottom left, confirms that for $$b>\frac{1}{2-a}$$ the method provides a unique (and correct) solution as proven in Additional file 3: Appendix C. Below this line (displayed in green), the methods provides ambiguous results as two distinct set of values $$\beta$$ and $$\gamma$$ can account for the same value of $$a$$ and $$b$$ (in blue). It is also possible to visualize the trajectories of the observables $$a$$ and $$b$$ for various values of *k*, as depicted in Fig. 2, bottom center. When $$T=0$$, trajectories start from the top of the space at $$(\frac{1}{1+k},1)$$. When $$k<1$$, as time passes the system moves down to $$(a,b) \rightarrow (1-k,\frac{1}{1+k})$$. For $$k\ge 1$$, trajectories move to $$(0,\frac{1}{1+k})$$. Note that this is the expected case, as the splicing of mRNA occurs in general faster than its degradation. Note that, in this case, trajectories cross below the green line, explaining why two solutions can be found for a single value of $$(a,b)$$. The speed at which the system follows these trajectories depends on $$\gamma$$.

In order test the robustness of the method to noise, we added various levels of Gaussian noise (in log space) to the simulated intron and exon quantifications and compared the resulting rates with their “true” value, using Pearson correlation. The results are shown on the last panel of Fig. 2. We first note that, when adding noise, transcripts that fall above the blue horizontal line or below the red diagonal line of the bottom left panel cannot be estimated as $${\mathcal {D}}$$ in (14) is not defined. The fraction of rates that can be estimated drops significantly as the noise increase (see back dashed line). We also see that the degradation rate is less affected by low level of noise, but more affected by a high level of noise compared to the processing rate, while the converse is true for the synthesis rates. A correlation with the true rates above 60% is obtained with a standard deviation of the noise below 10%, which is a reasonable scenario for decently expressed transcripts.

### Real data

In order to assess the performance of the method on real data, we applied our method on the 4sU labeling experiment described in [30]. 

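The values analysed here come from wild-type mouse embryonic stem cells, a pluripotent cell type, that received 4-thiouridine (4sU), a uridine analogue that cells build into new RNA, for 10 min. RNA carrying 4sU was separated from the rest, and the labeled and the unlabeled RNA were each sequenced as 1 library of replicate 1. There are thus 2 libraries and no replicates, so every value below describes these libraries across transcripts, which are not replicates, and no difference has a replicate check. The other replicates were not analysed here. The sample labels give a 4sU concentration of 200 µM, growth for about 1 day and labeling done in duplicate, where the paper gives 14 h and more replicates. The labels call the second library preexisting RNA in one place and total RNA in another, and it was used as unlabeled RNA, as in the paper. The authors deposited 1 exon value for each of 121429 transcripts and 1 intron value for each of 91702 of them, made with STAR and RSEM. These are called TPM, but each column sums to 10 times the total of a TPM column over its exon and intron rows. TPM below means this deposited unit. Read depth is unknown, so counting error per transcript cannot be given. Introns took 15.4% of the labeled library and 6.26% of the unlabeled library. The intron to exon ratio was computed per transcript in each library. Biotypes and lengths were taken from GENCODE M21 on GRCm38, in which 98.1% of the 91702 transcripts were found. The main set held 31386 protein-coding transcripts of 12652 genes with all values above 0 and a mean exon TPM of the libraries above 1. The rates were computed per 10 min with Eqs. 10 to 17 on a grid of 4000 points in the ratio of processing to degradation rate, refined by bisection. The TPM minimum, the treatment of values of 0 and the choice among solutions could all change the numbers.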

Briefly, mouse embryonic stem cells were plated at a density of 40,000 cells/$$\hbox {cm}^{2}$$ on gelatin-coated 10cm tissue culture plates and grown for approximately 14 hours. After addition of 4sU to the growth medium, cells were incubated at 37C for 10 minutes (10 minutes labeling time). RNA was then extracted and processed according to the protocol described in [31]. Reads that did not map to mouse ribosomal RNA sequences were aligned to intronic and exonic sequences (ENSEMBL v91 mus musculus reference) using STAR V2.5 [32] and quantified using RSEM V1.1.17 [33], yielding intron and exon expression levels for unlabeled and labeled RNA for each detected transcript.

**Fig. 3:**
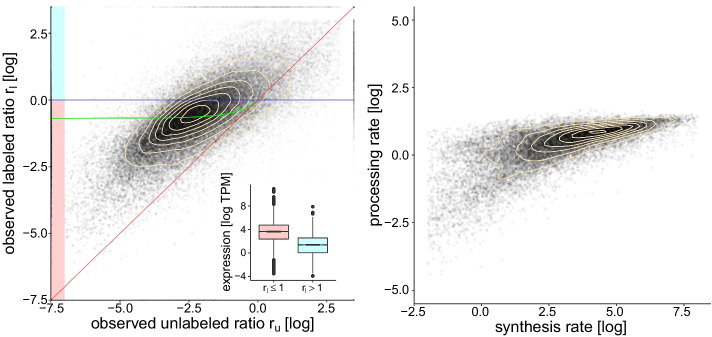
Real data. Left: Each point corresponds to a transcript with its transparency reflecting log expression value. Like in the previous figure, the green line is defined $$y=(2-x)^{-1}$$. For transcripts lying between the abscissa (in blue) and the green line, estimates of processing and degradation rates can be obtained by solving (13). For transcripts lying between the diagonal (in red) and the green line, estimates can be obtained by minimizing (16). The observed ratios for the remaining transcripts are not coherent with the model and are discarded. These trancripts (above the blue line) are lowly expressed compared to the ones below the blue line (see inset). Right: RNA processing rates are highly correlated to the synthesis rates (73%), which is consistent with co-transcriptional RNA processing. In both plots, density contour lines are shown in beige and axes are cropped for a better view of the data

For a single sample, the observable space represented in Fig. 2 (bottom left and center) is represented (in log coordinates) in Fig. 3, left. We see that, while the points are centered on the expected region of the observable space, many transcripts lie below the diagonal or above the $$r_{l}=1$$ (or $$\log (r_{l})=0$$) line (in blue), which is not compatible with our model. 

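Across the 31386 transcripts of the main set, the median ratio was 0.570 in labeled RNA (quartiles 0.292 and 1.11) and 0.111 in unlabeled RNA (quartiles 0.0448 and 0.304). The labeled ratio was 1 or more in 8866 transcripts, or 28.2% (95% Wilson interval 27.8 to 28.7%). Another 1600 transcripts, or 5.10% (4.86 to 5.35%), had a labeled ratio under 1 that did not exceed the unlabeled ratio and lay below the diagonal. The intervals cover the number of transcripts only, not the measurement error of each ratio, and they count transcripts of the same gene as independent. A mean exon TPM above 10 moved the share with a labeled ratio of 1 or more the most, to 14.6%.

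**Figure D1:**
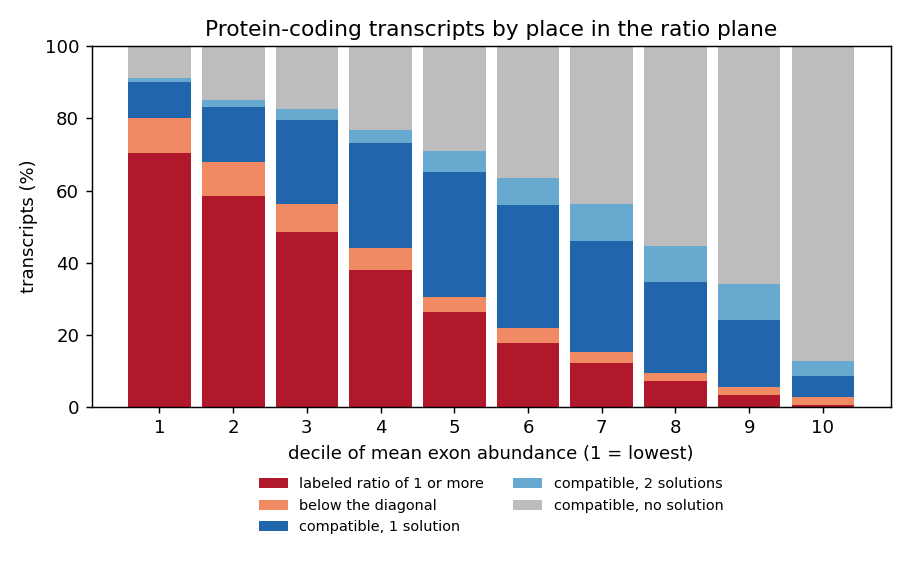
Share of the 31386 protein-coding transcripts (vertical axis, percent) in each class of the ratio plane, by decile of mean exon TPM (horizontal axis, 1 is lowest). Bars are stacked to the whole decile; transcripts with a labeled ratio of 1 or more fall from 70.3% in the lowest decile to 0.542% in the highest, where 87.2% are compatible without a solution of Eq. 13.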

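The 8866 transcripts with a labeled ratio of 1 or more had a median mean exon TPM of 6.18 (quartiles 2.76 and 14.8), and the 22520 with a ratio under 1 had a median of 40.8 (quartiles 15.0 and 106.2). On the natural log scale the medians were 1.82 and 3.71, a difference of -1.89 (95% interval -1.95 to -1.82 over 200 resamplings of genes). Without the TPM filter the difference was -2.26, with medians of 1.42 over 11118 transcripts and 3.68 over 22879.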

We observe that those incompatible transcripts lying above the $$r_{l}>1$$ line are expressed at a much lower level than the transcripts lying below this line (see inset). A lower signal to noise ratio in low expressed genes could explain this difference, in line with the simulations above. However, another likely explanation pertains to the fact that co-transcriptional processing is not accounted for by the Zeisel model. While it has been documented that an RNA molecule is often processed while being synthesized (the “assembly-line model”) [28], the Zeisel model considers synthesis and processing as two independent point events. This discrepancy is likely to be more relevant for short-lived (and thus low-expressed) transcripts, a sizeable fraction of which is expected to be nascent at sequencing time. Those nascent transcripts may contribute to an intron to exon ratios higher than one when they are incompletely synthesized (for example if the last exon has not yet been produced). This hypothesis is corroborated by considering unspliced transcripts length, which putatively affects synthesis time and thus the probability of being nascent at sequencing time. 

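Unspliced length, from transcript start to end in GRCm38, had a median of 25364 bases (quartiles 11322 and 59738) in transcripts with a labeled ratio of 1 or more and 20942 bases (quartiles 9006 and 49032) in those with a ratio under 1. The ratio of the medians was 1.21 (95% interval 1.15 to 1.28 over resampled genes), and the quartiles of the groups overlap widely. The group under 1 was mixed. Its median was 18645 bases between the green line and the diagonal and 8723.5 bases below the diagonal. Above the green line it was 30724 bases, longer than in transcripts with a labeled ratio of 1 or more. Within deciles of mean exon TPM, the group with a labeled ratio of 1 or more was longer in 7 of the 10 deciles. It was shorter in the highest deciles, with a ratio of 0.664 in decile 8, 0.714 in decile 9 and 0.845 in decile 10, which hold 226, 106 and 17 transcripts of that group. No p-value across transcripts was computed.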

Transcripts lying above the $$r_{l}>1$$ line are indeed longer than those lying below this line ($$\mathrm {p-value} < 10^{-100}$$, Wilcoxon test).

**Fig. 4:**
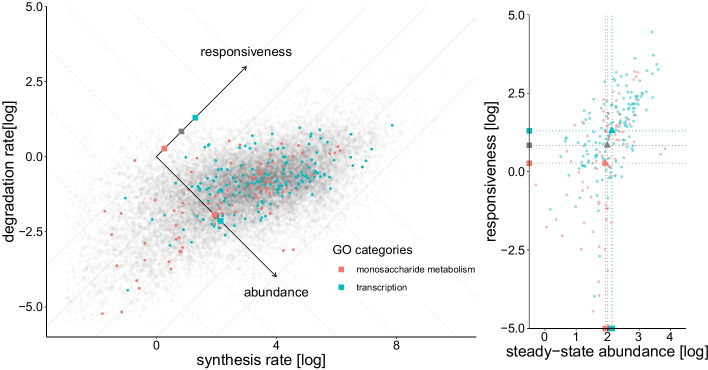
Left: Estimated RNA synthesis and degradation rates obtained from a single sample. These rates can also be considered in a different and maybe functionally more relevant frame of reference defined by the steady-state abundance (first axis) and gene responsiveness (second and perpendicular axis), as illustrated by the background grid. Genes involved in fast adapting biological processes (such as transcription) tend to be more responsive than genes involved in stable functions (such as monosaccharide metabolism). The squares on the axes represent the projections of the mean rates for the respective categories (gray representing genes that belong to neither of the two categories) and indicate that mean transcript responsiveness (but not abundance) is strongly affected by the category. These two GO categories were selected for illustration because they were previously reported to be mostly enriched in high and low turn-over genes respectively [13]. Right: Same data as in left, but rotated and showing only colored dots, for visibility

The transcripts incompatible with our model, amount to 25% of protein-coding genes with an exon TPM higher than 1, and are discarded from further analyses. 

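In the main set, 10466 of 31386 transcripts, or 33.3% (95% Wilson interval 32.8 to 33.9%), were incompatible with the model, and 20920 were compatible. The share ranged with the TPM filter, from 37.9% of 33997 transcripts without a filter to 17.9% of 21597 transcripts with a mean exon TPM above 10. As the deposited unit is 10 times the usual TPM, the latter corresponds to a minimum of 1 on the usual scale. The paper's minimum may be in the deposited unit, however. The median ln exon TPM under and above a labeled ratio of 1, read by eye from the inset of Fig. 3, was 3.7 and 1.4. Here it was 3.68 and 1.42 without a filter, and 4.02 and 3.01 with a mean exon TPM above 10. The share was 29.9% when the exon TPM had to exceed 1 in each library and 28.9% with 1 transcript per gene.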

The processing and degradation rates were computed either by solving (13) when $$r_{l}>(2-r_{u})^{-1}$$ or by optimizing (16) otherwise. 

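Among the 20920 compatible transcripts, Eq. 13 had 2 solutions in 1806, or 8.63% (95% Wilson interval 8.26 to 9.02%), 1 solution in 7135 and none in 11979, or 57.3%. Counted over all 31386 transcripts of the main set, those with 2 solutions were 5.75% (5.50 to 6.02%). Transcripts without a solution received the rates at the minimum of Eq. 16, where the distance between observed and fitted log ratios had a median of 0.743 and a range of 0.114 to 2.42 between the 5th and 95th percentiles. For transcripts with 2 solutions, the chosen solution was the one nearest to the median rates of the transcripts with 1 solution. The share with 2 solutions depends on how closely the lower end of the domain of Eq. 14 is searched: it was 7.82% with a grid that stopped at 1e-07 of the domain's width, where the main grid reached 1e-12. Below the line Eq. 13 must have 0 or 2 solutions, but on the main grid 90 transcripts there still showed 1, and 8 above the line showed none.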

For these cases that had two solutions (6% of the transcripts), we selected the one corresponding to rates most consistent with the other transcripts.

The resulting synthesis and processing rates for protein-coding genes are depicted in Fig. 3, right. 

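Across the 20920 compatible transcripts, Pearson's correlation of the ln synthesis rate and ln processing rate was 0.703 (95% interval 0.691 to 0.716 over resampled genes), and Spearman's was 0.740. In 46 transcripts the minimum of Eq. 16 lay at the lower end of the domain, so that their rates were set by the grid; without them Pearson's correlation was 0.742. The alternative that moved it most was the synthesis rate from labeled RNA (Eq. 6), which gave 0.379. The ln synthesis rate ran from -2.60 to 7.28 between the 1st and 99th percentiles, a span of 9.88, and the ln processing rate from -2.997 to 1.38, a span of 4.38. The paper states that the correlation is not surprising, as processing occurs co-transcriptionally.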

Although processing rates span a smaller range of values, they are highly correlated (74%), which is not surprising as RNA processing occurs co-transcriptionally [28]. More remarkable is the correlation of synthesis and degradation rates, displayed in Fig. 4, left. 

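Pearson's correlation of the ln synthesis and ln degradation rates was 0.632 across the 20920 transcripts (95% interval 0.623 to 0.643 over resampled genes), and Spearman's was 0.560. With the synthesis rate computed from labeled RNA (Eq. 6) in place of unlabeled RNA (Eq. 17), it was 0.013. Among the 7135 transcripts with 1 solution it was 0.714, and among the 11979 without a solution 0.510. With the mature unlabeled TPM shuffled among transcripts, which leaves only the part of the synthesis rate that is computed from the other rates, the correlation averaged 0.662 over 100 shuffles.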

At 62%, it is very similar to the 66% reported by [27] for the same cell type. This is also consistent with the emerging concept of a coupling between RNA transcription and decay [34]. 

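The 20920 transcripts were divided by steady-state abundance, the ln synthesis minus the ln degradation rate, into groups of low, middle and high abundance. The degradation rate spanned 80.3-fold between the 5th and 95th percentiles in the low group, 51.5-fold in the middle group and 39.8-fold in the high group. The SD of ln responsiveness was 2.81, 2.53 and 3.39 in the same order, but the high group held the 46 transcripts whose rates were set by the grid, and its SD without them was 2.24. Median ln responsiveness rose with abundance, from -0.03 in the low group to 2.10 and 3.92, and the correlation of abundance and responsiveness across transcripts was 0.686 (95% interval 0.661 to 0.713). Without those 46 transcripts it was 0.586, and with the synthesis rate from labeled RNA 0.162. With the mature unlabeled TPM shuffled among transcripts it averaged 0.742.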

Our data indicate that genes span a large range of dynamics, irrespective of their expression level. Indeed, genes with high synthesis and degradation rates can have the same steady-state expression level as genes with low synthesis and degradation rates. However, the former will reach this steady state faster than the latter. It thus makes sense to consider our RNA metabolic rates in the functional frame of reference indicated in Fig. 4, left. One axis corresponds to the steady-state RNA abundance, given by the log-ratio of synthesis over degradation rates (or equivalently by the difference of log of the rates). The second axis corresponds to the responsiveness of the gene, i.e. how fast it reaches steady state (computed by the sum of the log of the synthesis and degradation rates). It has been observed before that genes involved in more reactive and dynamic biological processes such as chromatin remodeling or transcription regulation tend to have a higher turnover than genes involved in more stable processes such as basic metabolism [13]. We checked that our data confirm this observation by looking at the Gene Ontology (GO, [35]) annotations of biological processes most associated by [13] with high and low turnover, namely “transcription” and “monosaccharide metabolism”. Despite having similar steady-state abundances, transcripts of genes involved in transcription indeed have significantly faster dynamics and the ones involved in monosaccharide metabolism have significantly slower dynamics than the rest of the genes, as illustrated by the squares in Fig. 4, left and right. 

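The Gene Ontology annotation was not used here, and the categories were replaced by lists of gene symbols fixed before the data were examined. The transcription list took symbols of RNA polymerase II and Mediator subunits and of general and sequence-specific transcription factors. It also took every numbered Zfp symbol, whatever the gene's function. The monosaccharide list held enzymes of glucose and other monosaccharides. The 935 transcripts of 406 transcription genes had a median ln responsiveness 0.368 above that of the 19296 transcripts in no list. The 95% interval of this difference over resampled genes was -0.019 to 0.643, which spans both signs. Zfp genes made up 469 of the transcripts, with a median of 2.59, and the other 466 had a median of 2.08. Transcripts in no list had a median of 1.99. The transcription list lay at percentile 71.9 of 10000 random lists of the same size matched on mean exon TPM. With 1 transcript per gene it lay at percentile 35.0. For the degradation rate alone, this list lay at percentile 90.9, and at 79.7 with 1 transcript per gene. The difference was -0.32 when transcripts without a solution were fitted over both variables of Eq. 15. The 100 transcripts of 49 monosaccharide genes differed from transcripts in no list by -0.51 (95% interval over resampled genes -1.39 to 0.162). The monosaccharide list lay at percentile 0.540 of the random lists, but at percentile 11.3 with 1 transcript per gene. Its degradation rate lay at percentile 0.070, and at 5.94 with 1 transcript per gene. The sign of the difference in responsiveness changed under other settings, to 0.44 with Eq. 15 over both variables and to 0.0066 after subtraction of leakage between the libraries. Median ln abundance was 4.34 for the transcription list, 4.21 for the monosaccharide list and 4.07 for transcripts in no list. Among genes fixed beforehand, the most highly expressed transcript of Nanog (ENSMUST00000112580, chromosome 6, 122707565 to 122714633 on GRCm38, 5 exons) had a degradation half-life of 31.3 min, and that of Gapdh (ENSMUST00000183272, chromosome 6, 125162064 to 125165576, 7 exons) had 207.6 min. Neither had a solution of Eq. 13, and fitting both variables of Eq. 15 gave 4.38 min and 7.82 min. Klf4 (ENSMUST00000107619, chromosome 4, 55527143 to 55532466, 5 exons) had 2 solutions, of 43.5 min and 0.717 min, and its half-life was 698.6 min after subtraction of leakage and 331.9 min with the unlabeled library read as total RNA, an alternative chosen after seeing the data. The half-lives were 35.1 min for Myc, 58.3 min for Pou5f1, 70.7 min for Pgk1 and 67.8 min for Eno1, all without a solution, and 8.73, 5.92, 5.44 and 5.34 min with Eq. 15 over both variables. Subtraction of leakage moved Myc to 14.3 min and Nanog to 19.5 min. With the library read as total RNA, Myc had 455.8 min, Pgk1 32.0 min, Eno1 31.6 min and Gapdh 34.9 min, which is under the 41.0 min of Nanog and so reverses their order. Sox2 has no intron value. The paper reasons from the mean rates of its Gene Ontology categories that transcription genes have faster and monosaccharide metabolism genes slower dynamics at similar abundance.

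**Figure D2:**
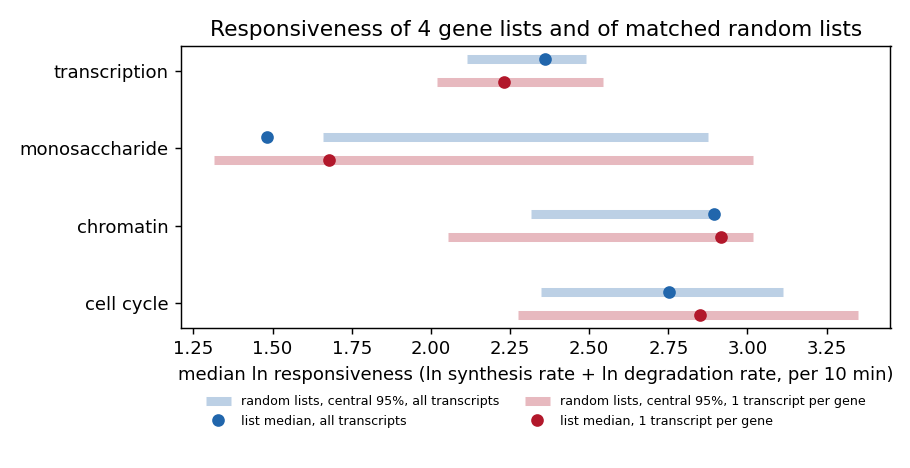
Median ln responsiveness (horizontal axis, ln synthesis rate plus ln degradation rate, per 10 min) of 4 gene lists, as points, with the central 95% of 10000 matched random lists as bars, for all transcripts and for 1 transcript per gene. With 1 transcript per gene, each of the 4 points lies within its bar.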

Other categories where our data confirms faster genes include chromatin modifications, cell cycle and transcription regulation.

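The chromatin list, fixed by symbols in the same way, had 384 transcripts of 125 genes. Its median ln responsiveness was 0.903 above that of transcripts in no list (95% interval over resampled genes 0.208 to 1.44). It lay at percentile 98.1 of the matched random lists and at percentile 94.1 with 1 transcript per gene. The cell cycle list had 205 transcripts of 94 genes and a median 0.760 above (0.426 to 1.35). It lay at percentile 52.9, and at percentile 52.0 with 1 transcript per gene. For the degradation rate alone, the cell cycle list lay at percentile 97.9, and at 74.7 with 1 transcript per gene, and the chromatin list at 87.6 and 89.6. These lists were more highly expressed, with a median mean exon TPM of 81.5 and 79.1 against 42.6 for transcripts in no list.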

We assessed the precision of our method by comparing the resulting degradation rates to those published for the same cell type by [27]. Those were obtained by using three replicates and seven time points and applying the SLAM-seq nucleotide-conversion method that, unlike metabolic labeling, does not require biochemical separation between the labeled and unlabeled RNA and is thus not affected by noise generated by the imperfect separation process (although that method has its own source of noise). From our data, we obtained gene degradation rates by taking, for each gene, the weighted average degradation rates of the corresponding transcripts The weights were given by the mean exonic expression levels (unlabeled and labeled). We expect a lower precision for transcripts close to the $$r_{l}=1$$ line, for which the labeling time was likely somewhat too short, so to assess the correlation, we weighted the transcripts by $$1-r_{l}$$. Figure 5, left, compares degradation rates obtained in our experiments with those reported by [27], keeping only genes with an average expression value higher than 100 TPM. We expect a higher precision for highly expressed genes, as this allows for a more precises estimates of the intron to exon ratios. This is indeed the case, and depending on the expression threshold and the sample, the correlation between our data and the previously published rates, we obtain a correlation ranging between $$30\%$$ and $$67\%$$ for a single sample estimate (see Fig. 5, left). As these experiments were performed in different labs using different methods, these numbers show that our rates obtained on a single sample and time point are meaningful. For comparison, [36] report correlations around 70% by using the *same* data, but changing only the method of analysis. Using three replicates, [31] report a 26% correlation using the INSPEcT package.

**Fig. 5:**
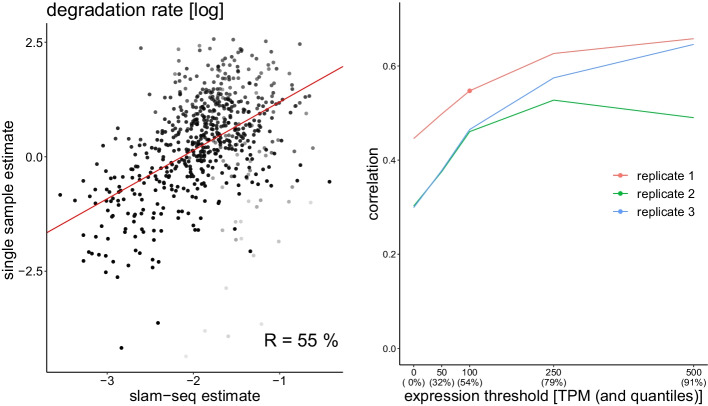
Left: degradation rates estimated from a single sample plotted against degradation rates published in [27] (obtained using slam-seq). The red line is obtained through weighted linear regression. The weights are set as $$1-r_{l}$$ as indicated by the transparency of the dots. The (weighted) correlation of 55% indicates that the estimated rates are meaningful. Only genes with a mean exon TPM above 100 are taken into account. Right: Correlation between degradation rates obtained by [27] and the ones obtained our single-sample method as a function of expression level. Each line represents a biological replicate. The red dot corresponds to the data shown on the left. As expected, the correlation is higher for highly expressed genes, as the intro to exon ratios can be more reliably estimated. In this experiment, replicate 1 correlates better than the two others, indicating that it is probably of better quality

### Comparison with INSPEcT

**Fig. 6:**
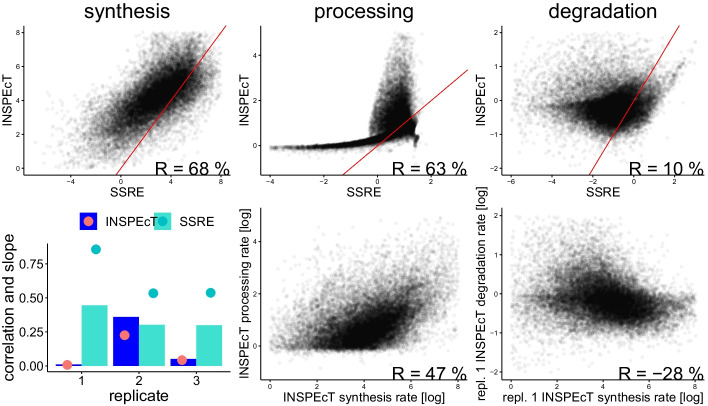
Comparison of our method (SSRE) with the INSPEcT “first guess” on th same data. Top row: direct comparison (in log space) of rates obtained with our method and with the INSPEcT package on a single sample. Synthesis and processing rates are well correlated but not the degradation rate (Spearman correlation shown). The red bar indicates the diagonal. Bottom left: bars indicate the correlation of degradation rates with previously published data [27], as in Fig. 5. The INSPEcT method provides degradation rates with good correlation only for one of the three replicates (repl. 2), whereas it is the case for all three replicates using our method. The big dots indicate the slope of the regression line in log-log space (as in Fig. 5, left). Slopes obtained from SSRE estimates are closer to one, which correspond to the ideal case of a linear relationship between the (non-log) rates. Bottom center and right: Rates obtained with INSPEcT also reproduce the positive correlation between synthesis and processing rates, but they produce a negative correlation between synthesis and degradation rates, unlike our method (see Fig. 4, left) and previously published results. [27]

Since our method estimates metabolic rates from a single sample, we decided to compare its results to the “initial guess” provided by the INSPEcT method, to our knowledge the only other method that does not need multiple samples. Note, however, that those rates are only the initial step of the INSPEcT method, and should not be confused with the global outcome of INSPEcT, which then aggregates multiple samples for the estimation. For concision, we will in the section refer to our method as SSRE (Single Sample Rate Estimation). The main differences between the two approaches is that INSPEcT assumes no degradation on labeled RNA and requires the estimation of a scaling factor accounting for the difference in RNA concentration between labeled and unlabeld samples, which SSRE avoids by considering the intron to exon ratio in each sample separately for each sample. Furthermore, INSPEcT requires the estimation the time derivative of the RNA abundances, which is avoided in SSRE by taking advantage of the analytical solution to the Zeisel model.

We used the INSPEcT package for R on the same data from [30] analyzed in the previous sections (see Figs. 3, 4, 5). The same transcript quantification (TPM) used for our estimates was fed into the newINSPEcT function with parameter preexisting=TRUE and then to the ratesFirstGuess function of the INSPEcT package. The expression variance required by this package was estimated from the expression level from all three replicates using Loess regression on the expression level. It took about 20 minutes to estimates rates for each replicate (about 40,000 transcripts) using a single 2GHz core from a laptop computer, whereas our implementation of SSRE (also in R) took about 30 seconds to complete on the same machine. As described in Table 1, SSRE is about 40 times faster than INSPEcT (0.8 ms vs 34 ms per transcript) but there are also more transcripts that it cannot process.

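Of the 91702 transcripts with an exon and an intron value in this replicate, 34511, or 37.6% (95% Wilson interval 37.3 to 37.9%), had compatible ratios and received rates. They made up 58.5% of the 58989 transcripts with all values above 0. Those with an exact solution of Eq. 13 were 16.0% of the 91702.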

In addition to direct rate comparison, we decided to compare the methods using three criteria: (1) correlation with published rate, (2) rate distributions and (3) reproducibility across replicates. Figure 6 shows that the two methods provides synthesis and processing rates that are well correlated, while degradation rates are not. Moreover, the degradation rates obtained by INSPEcT correlate well to previously published rates only for one of the three samples. In contrast to degradation rates obtained with SSRE, the correlation with previously published rates does not improve when focusing on highly expressed genes, it even become negative for replicates 1 and 3 (data not shown). This suggests that for SSRE, degradation rate estimation is likely to improve with higher sequencing depth (and thus a more precise estimate of the intron to exon ratio). Finally, the rates computed using the INSPEcT method do not exhibit the previously documented correlation between synthesis and degradation rates [27]. This leads us to think that our degradation rates are closer to the real rates than the ones provided by the INSPEcT “first guess”. This should not come as a surprised, as our method does not assume that labeled RNA does not degrade and estimates degradation and processing rates independently from the synthesis rate.

The synthesis and processing rates provided by the two methods are relatively well correlated, and INSPEcT provides rates that are more consistants across replicates (see Supplementary Fig. D.9.) It is also interesting to note that SSRE tends to show an upper bound for the processing rate, while INSPEcT first shows a lower bound for that rate. It is difficult to speculate which (if any) is more likely true, but an upper bound would be consistent with bio-physical constraints in a leaky co-transcriptional RNA splicing setting. 

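The ln processing rate had a median of 0.580, and its 99th percentile was 1.38 (95% interval 1.36 to 1.396 over resampled genes), which lies 0.799 above the median, while the 1st percentile lies 3.58 below it. The largest value was 3.32, in a transcript whose rates were set by the grid, and 2.35 without such transcripts. With the smaller of 2 solutions, the 99th percentile was 2.79. With the unlabeled library read as total RNA, an alternative chosen after seeing the data, it was 4.11, which lies 3.23 above the median, while the 1st percentile lies 3.88 below it.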

Figure D.9 also shows that unlike INSPEcT, SSRE computes degradation rates that span a larger range of values than processing rates, a property also reported in [17] for a different system.

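In this replicate, the SD of the ln degradation rate was 1.26 (95% interval 1.24 to 1.28 over resampled genes) and that of the ln processing rate 0.906 (0.888 to 0.926). Between the 1st and 99th percentiles the degradation rate ran from -4.99 to 1.32 on the ln scale. The degradation rate had the larger SD under every alternative set before the data were examined. It had the smaller one, 1.19 against 1.34, when the unlabeled library was read as total RNA, an alternative chosen after seeing the data.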

**Table 1:** Comparison of CPU usage and “rejection” rates of INSPEcT and SSRE. The same batch (subset of the data described above) were provided to both methods (implemented in R). The output size refers to the number of transcripts that can be processed by the method and the speed-up is the ratio of INSPEcT over SSRE transcript processing time. SSRE is about 42 times faster than INSPEcT with (0.8 ms vs 34 ms per processed transcript). However, SSRE also discards more transcripts than INSPEcT, providing rates for 38% of them vs 47% for INSPEcT. Those low numbers can be explained by the fact that many transcripts (especially non-coding ones) have a very low expression that is poorly estimated in the labeled RNA pool

Batch size	INSPEcT		SSRE		Speed-up
	Output size	CPU processing time [s] ([ms/transcript])	Output size	CPU processing time [s] ([ms/transcript])	
10	5 (50%)	2.09 (402)	5 (50%)	0.052 (10)	40
1000	469 (47%)	15.889 (33)	387 (39%)	0.310 (0.8)	42
91702	42650 (47%)	1453.336 (34)	34512 (38%)	27.792 (0.8)	42

## Discussion

In this paper, we presented a method to estimate synthesis, processing and degradation rates of RNA transcripts from a single 4sU labeled sample. We validated our method first *in silico* and then on real data obtained from mouse embryonic stem cells. Using our method we first replicated, on a different cell type, previous findings about the enrichment in high or low turn-over genes of specific cellular processes. Second, we showed that the rates obtained with our method correlate well (between 30% and 67%) with published rates obtained by applying SLAM-seq to the same cell types. Methods for such estimation have been published before, but they usually require a sufficient number of samples (around a dozen). We compared our method to the initial step of the INSPEcT method, which handles each sample separately, and obtain similar synthesis and processing rates, but different degradation rates. Our rates correlate more consistently with previously published degradation rates obtained with nuclear conversion methods on the same system, and even more so for highly expressed transcripts. Rates obtained with our method also better reproduce previously observed statistical relationships between rates, although synthesis and processing rates are less consistant across replicates. Taken together these results suggest that our method provides more reliable degradation rates.

In contrast to other methods, our method explicitly uses the analytical solution to the Zeisel model of RNA dynamics. Moreover, our method is self-normalizing as it only uses the ratio of intron to exon expression levels, making it is less affected by differences in sequencing depth of the various samples (although deeper sequencing will provide better estimates). This approach makes our method also faster than other methods as it boils down to numerically solving on a bounded domain either a univariate equation or a one-dimensional optimization for each transcript. Our method could thus be a suitable alternative to the initial step of the INSPEcT method especially when using a large number of samples as it is also about 20 times faster.

Similarly to the initial step of the INSPEcT method, a caveat of our method is that a sizable fraction of mostly lowly expressed transcripts (about 25 % in our case) are inconsistent with the model and their dynamics cannot be estimated. Together with the high correlation between synthesis and processing rate, it suggests that modeling transcription and processing as independent events is a simplification that could be reconsidered, as the coupling between the two has been documented [28]. However, this limitation of the Zeisel model is likely to also affect other methods using it [26, 37].

Another limitation of the method is that, unlike in [26], it does not consider the effect of leakage of unlabeled RNA in the labeled RNA pool because of unspecific capture. This leakage has the effect of reducing $$r_{l}$$ towards the diagonal, and could potentially be estimated from the data as it is shared across all transcripts. Another improvement would be to embed this method in a probabilistic framework in order to quantify the estimate uncertainty (as in [36] for a simpler model) or to determine the optimal labeling time (as in [38]).

While using a single sample allows to reduce costs, this is not the only merit of this approach. In practice most experiments will have biological replicates, in which case our methods enables obtaining point estimates of $$\alpha$$, $$\beta$$ and $$\gamma$$ for each of them. This in turn allows for estimating their variance, as well as assessing sample quality (e.g. if one of them systematically gives very different estimates for all genes). Moreover, because cell growth is likely to be limited during (short) labeling time, it is less likely to interfere in the estimation process than when using time course data, where it can have an effet [24]. In addition, when used in a time-course experiment with multiple short pulses, our method allows to investigate the evolution of these rates over time and assess whether these rates are stationnary, using tools from time series analysis such as (extended) Kalman filtering. Finally, the theoretical results obtained in this paper, could be used to improve other methods. For example, the method could be used to analyze SLAM-seq data which would reduce the number of samples but also provide estimate for the processing rate. Another possible application is single cell RNA velocity, where the Zeisel model of RNA dynamics is also used, but splicing rates $$\beta$$ are assumed to be equal for all transcripts [37] or estimated jointly with $$\alpha$$ and $$\gamma$$ using an EM algorithm [39]. Our approach involving a reparametrization of the rates using *k* could provide a interesting and computationally cheaper alternative, for example by considering the strong correlation between the synthesis and processing rates. Finally, our method could also be used in conjunction with the recent developements in single cell metabolic labeling experiments [40, 41].

## Supplementary information

**Additional file 1: Appendix A**. Derivation of the model solution.

**Additional file 2: Appendix B**. Equation simplification.

**Additional file 3: Appendix C**. Proof of uniqueness of solution.

**Additional file 4: Appendix D**. Supplementary figures.

## Data Availability

An R package implementing our method is available on github, together with the code used to generate the figures as well as the gene expression data used: https://github.com/BergmannLab/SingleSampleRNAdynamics The raw data files data are available on the Gene Expression Omnibus accession number GEO:GSE150286 (main replicate) and GEO: GSE143277, samples GSM4255969 (second replicate unlabeled RNA), GSM4255961 (second replicate labeled RNA), GSM4255973 (third replicate unlabeled RNA), GSM4255965 (third replicate labeled RNA). These raw data are accessible using the SRA Toolkit or another SRA downloading tool.

How the deposited data were processed for this re-analysis (not part of the article)

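Labeled and unlabeled RNA of wild-type mouse embryonic stem cells after 10 min of 4sU were each measured in 1 library, both of replicate 1. The authors aligned the reads that did not map to ribosomal RNA to exonic and intronic sequences with STAR, quantified them with RSEM, and deposited a relative abundance for the exons and for the introns of each transcript, called TPM. Each deposited column summed to 10 times the total of a TPM column. Thresholds planned in TPM were applied to the values as deposited. The table keeps no read counts, so depth is unknown and no counting error could be assigned to a ratio.

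From these values the intron to exon ratio of each transcript was computed in each library, transcripts were classed by the region of the ratio plane, and the rates were computed with the paper's Eqs. 10 to 17, with a labeling time of 10 min as the unit of time and natural logarithms. For Eq. 15, whose printed form differs from Eqs. 10 and 11, the latter were used. Roots were sought on 4000 grid points that reached to 1e-12 of the width of the domain from its lower end. The first grid reached 1e-07; it was extended, after first values had been seen, because some transcripts below the line showed 1 root where there must be 0 or 2. On the extended grid 90 transcripts below the line still showed 1 root, and 8 above it showed none. In 46 compatible transcripts the minimum of Eq. 16 lay at this end, and their rates depend on the grid. The solver was tested on 5000 simulated sets of rates, drawn evenly on the ln scale. Sets with an unlabeled ratio near 0 or with incompatible ratios were left out, which kept 3668 without noise and 1929 with noise. A transcript counted as recovered when its ln processing and ln degradation rates each lay within a fixed tolerance of the true ones. Of 3050 noise-free transcripts above the line, 99.7% were recovered. Of 618 below the line, the true rates were among the solutions in 87.2%, and 1.78% had no solution. With log-normal noise of SD 0.1 on each value, 1.18% of 1266 transcripts above the line were recovered by the same criterion. The tolerance was narrower than this noise, which by itself keeps the shares recovered under noise low. The correlations with the true ln rates above the line were 0.422 for processing, 0.613 for degradation and 0.252 for synthesis. Of 663 below the line, 3.92% had the true rates among the solutions and 41.3% had no solution.

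The main set was protein-coding transcripts in GENCODE M21 (GRCm38) with a mean exon TPM above 1 and all values above 0. The paper used Ensembl v91. Shares have 95% Wilson intervals over transcripts, which count transcripts of the same gene as independent and may be too narrow. Other values have intervals from 200 resamplings of genes, since the transcripts of a gene share exons and introns. With 1 library per pool no test was made. Gene lists were set against 10000 random lists matched on the decile of mean exon TPM. Alternatives set before the data were examined were other TPM minimums, all biotypes, a pseudocount of 0.1, values of 0 counted as incompatible, 1 transcript per gene, subtraction of leakage (0.167 times the unlabeled value, from the 1st percentile of the labeled to unlabeled exon ratio), other choices among solutions, Eq. 15 over both variables, Eq. 6 for the synthesis rate, Spearman's correlation and a weighted correlation. Transcripts were named by a rule set beforehand: the 3 highest and 3 lowest in responsiveness with a mean exon TPM of at least 100 and a labeled ratio under 0.9, and 8 genes chosen in advance. The other replicates, the SLAM-seq rates, the Gene Ontology annotation and INSPEcT were not analysed here. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.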

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

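No paired analysis was possible because there is 1 library per pool and no result comes from a test. A share was taken as moved when an alternative fell outside its 95% Wilson interval, and another value when it fell outside its 95% interval over resampled genes. With 31386 transcripts these intervals are narrow, and the Wilson intervals count transcripts of the same gene as independent, so small changes count as moved. The expression difference stayed below 0, the length ratio stayed above 1 and the 3 correlations stayed above 0 under every alternative that applied to them, and the chromatin and cell cycle lists stayed above transcripts in no list. The transcription and monosaccharide lists changed sign. The cause of each change was not tested, apart from the part of the correlations that the synthesis rate shares with the other rates by construction. Taking the larger k of 2 solutions changed nothing, since the main choice was always the larger k. Without read depth, how far counting error limits each ratio is unknown.

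For the alternatives set before the data were examined, the values that moved were as follows. Without a TPM filter there was an incompatible share of 37.9%, a share with a labeled ratio of 1 or more of 32.7%, an ln expression difference of -2.26, a length ratio of 1.34 and a synthesis-degradation correlation of 0.62. With a mean exon TPM above 10 there was an incompatible share of 17.9%, a share with a labeled ratio of 1 or more of 14.6%, a share below the diagonal of 3.37%, a share with 2 solutions of 9.07%, a share without a solution of 59.8%, an ln expression difference of -1.01, a length ratio of 1.11, a synthesis-processing correlation of 0.723, a synthesis-degradation correlation of 0.686, an abundance-responsiveness correlation of 0.61, a processing SD of 0.843 and a degradation SD of 1.21. With an exon TPM above 1 in each library there was an incompatible share of 29.9%, a share with a labeled ratio of 1 or more of 25.7%, a share below the diagonal of 4.18% and an ln expression difference of -1.71. Over all biotypes there was an incompatible share of 37.9%, a share with a labeled ratio of 1 or more of 31%, a share below the diagonal of 6.88%, a share with 2 solutions of 8.13%, an ln expression difference of -1.73, a synthesis-processing correlation of 0.69, a degradation SD of 1.29 and a 99th percentile of processing of 1.41. A pseudocount of 0.1 gave an incompatible share of 35.2%, a share below the diagonal of 7.16%, a share without a solution of 58.3%, a synthesis-processing correlation of 0.681 and a degradation SD of 1.29. With 1 transcript per gene there was an incompatible share of 28.9%, a share with a labeled ratio of 1 or more of 22.7%, a share below the diagonal of 6.24%, a share with 2 solutions of 8.14%, a share without a solution of 62.9%, an ln expression difference of -2.08, a length ratio of 1.33, a synthesis-processing correlation of 0.679, a synthesis-degradation correlation of 0.598, a processing SD of 0.839, a degradation SD of 1.21 and a 99th percentile of processing of 1.4. After subtraction of leakage there was an incompatible share of 42.3%, a share with a labeled ratio of 1 or more of 37.1%, a share with 2 solutions of 9.58%, a share without a solution of 48.6%, an abundance-responsiveness correlation of 0.628, a processing SD of 1.02, a degradation SD of 1.47, a 99th percentile of processing of 1.41 and a monosaccharide list difference of 0.00656. With values of 0 counted as incompatible there was an incompatible share of 37.8%, a share with a labeled ratio of 1 or more of 26.4% and a share below the diagonal of 4.76%. Taking the smaller k of 2 solutions gave a synthesis-processing correlation of 0.759, a synthesis-degradation correlation of 0.749, an abundance-responsiveness correlation of 0.857, a processing SD of 1.04, a degradation SD of 1.52 and a 99th percentile of processing of 2.79. Leaving out transcripts with 2 solutions gave a synthesis-degradation correlation of 0.621 and a processing SD of 0.93. With Eq. 15 minimized over both variables there was a synthesis-processing correlation of 0.745, a synthesis-degradation correlation of 0.736, an abundance-responsiveness correlation of 0.844, a processing SD of 1.096, a degradation SD of 1.54, a 99th percentile of processing of 1.83, a transcription list difference of -0.32, a monosaccharide list difference of 0.442 and a cell cycle list difference of 1.403. Leaving out transcripts without a solution gave a synthesis-processing correlation of 0.81, a synthesis-degradation correlation of 0.756, an abundance-responsiveness correlation of 0.532, a processing SD of 1.06, a degradation SD of 1.47, a 99th percentile of processing of 1.23, a cell cycle list difference of 1.41 and a share of all transcripts given rates of 16%. With the synthesis rate from labeled RNA there was a synthesis-processing correlation of 0.379, a synthesis-degradation correlation of 0.0132 and an abundance-responsiveness correlation of 0.162. Spearman's correlation gave a synthesis-processing correlation of 0.74, a synthesis-degradation correlation of 0.56 and an abundance-responsiveness correlation of 0.628. Weighting by 1 minus the labeled ratio gave a synthesis-processing correlation of 0.619, a synthesis-degradation correlation of 0.481 and an abundance-responsiveness correlation of 0.649. Over transcripts with all values above 0 there was a share of all transcripts given rates of 58.5%.

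The remaining alternatives were chosen after seeing the data. With a grid that stopped at 1e-07 there was a share with 2 solutions of 7.82%, a synthesis-processing correlation of 0.734, a synthesis-degradation correlation of 0.645 and an abundance-responsiveness correlation of 0.628. With the unlabeled library read as total RNA there was a synthesis-degradation correlation of 0.476, an abundance-responsiveness correlation of 0.447, a processing SD of 1.34, a degradation SD of 1.19, a 99th percentile of processing of 4.11 and a transcription list difference of -0.0542. Leaving out the 46 transcripts whose rates were set by the grid gave a synthesis-processing correlation of 0.742, an abundance-responsiveness correlation of 0.586, a degradation SD of 1.24 and a 99th percentile of processing of 1.36.

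Of 65 half-lives of the named transcripts recomputed under other settings, 25 changed by more than 1.5 times. The 65 include values that could not move. Only Klf4 had 2 solutions, so taking the smaller k could change no other transcript. Eq. 15 over both variables was for transcripts without a solution and could not change Klf4. The 3 transcripts lowest in responsiveness are isoforms of Gm5148; their half-lives of 3003, 2681 and 2689 min fell to 11.4, 10.9 and 11.0 min with Eq. 15 minimized over both variables. Among the 3 highest, the rates of Gm2026 (0.0835 min) and Uqcrq (0.0620 min) were set by the grid, and the half-life of Zfp993 went from 2.46 to 13.7 min after subtraction of leakage.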

Differences from the paper's values

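A correlation is taken here to differ from the paper's when the gap exceeds 1 SD over resampled genes, which was 0.00626 for synthesis and processing rates and 0.00534 for synthesis and degradation rates. The correlation of synthesis and processing rates was 70.3% in the main set against the paper's 74% in its text and the paper's 73% in the legend of Fig. 3. Of the alternatives set before the data were examined, Spearman's correlation (74.0%) and the minimum of Eq. 15 over both variables (74.5%) lay within that limit of the 74%, and the others did not. None lay within it of the 73%; a mean exon TPM above 10 came closest, at 72.3%. Leaving out the 46 transcripts whose minimum lay at the end of the domain gave a correlation of 0.742, and the grid first tried gave 0.734, which lie within the limit of the 74% and of the 73% respectively; both are alternatives chosen after seeing the values.

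The correlation of synthesis and degradation rates was 63.2% against the paper's 62%. The alternatives without a TPM filter (62.0%) and without transcripts that have 2 solutions (62.1%) lay within 1 SD of the paper's value, and the other alternatives set before the data were examined did not, although all biotypes (62.6%) and a pseudocount of 0.1 (62.9%) came nearer to it than the main value.

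The median ln exon TPM of transcripts with a labeled ratio above 1 was 1.82 in the main set against the paper's value of about 1.4 in Fig. 3, read by eye. Without the TPM filter it was 1.42, and none of the other alternatives set before the data were examined came as close. 

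The incompatible share, 33.3% against the paper's 25%, differed by less than 1.5 times in the main set. It differed by more without a TPM filter (37.9%), over all biotypes (37.9%), with values of 0 counted as incompatible (37.8%) and after subtraction of leakage (42.3%), and was 17.9% with a mean exon TPM above 10. None of the alternatives set before the data were examined gave 25%; the closest was 1 transcript per gene, at 28.9%. The share with 2 solutions was 8.63% of compatible transcripts and 5.75% of the main set, against the paper's 6% of the transcripts.

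The paper states that transcription genes have faster and monosaccharide metabolism genes slower dynamics than the rest. It also names chromatin modification and cell cycle genes as faster. The symbol lists used here replace its Gene Ontology categories. Without matching on expression, their median ln responsiveness differed from that of transcripts in no list in the stated directions. The transcription list differed by 0.368 (95% interval over resampled genes -0.019 to 0.643) and the monosaccharide list by -0.511 (-1.39 to 0.162). The cell cycle list differed by 0.760 (0.426 to 1.35) and the chromatin list by 0.903 (0.208 to 1.44). Only the intervals of the cell cycle and chromatin lists kept to a single sign. Among random lists matched on expression, the transcription list lay at percentile 71.9 and the cell cycle list at percentile 52.9. The chromatin list lay at percentile 98.1, and at 94.1 with 1 transcript per gene. The monosaccharide list moved from percentile 0.540 to 11.3 with 1 transcript per gene. For the degradation rate alone, the transcription list lay at percentile 90.9, the cell cycle list at 97.9 and the chromatin list at 87.6. The monosaccharide list lay at 0.070, so that each list lay in the direction the paper states. With 1 transcript per gene, the percentiles were 79.7, 74.7, 89.6 and 5.94 in the same order.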

Other observations

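The tests on transcripts without a solution were chosen only after that result was seen; the others were written before their results were seen. No biological explanation was tested for any pattern, since the design has 1 condition.

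The correlation of synthesis and degradation rates is close to what its construction gives. Eq. 17 computes the synthesis rate from the unlabeled mature TPM and the other rates. With that TPM shuffled among transcripts, the correlation averaged 0.662 (SD 0.0025 over 100 shuffles), above the observed 0.632, and without the 46 transcripts set by the grid it averaged 0.674 against 0.631. The mature TPM itself correlated with the degradation rate at -0.127. With Eq. 6, which uses labeled RNA, the correlation was 0.013. Eq. 6 also takes in the fitted processing and degradation rates, and no shuffle was made for it. That value therefore does not show the correlation without a shared term. In the shuffles of Eq. 17, the hypothesis that the shared term may account for the whole correlation passed a test that it could have failed. A coupling of transcription and decay stays open, as these libraries do not separate it from the shared term. For synthesis and processing rates, shuffling left 0.451 of the observed 0.703, so the term shared through Eq. 17 alone does not account for that correlation. The mature TPM correlated with the processing rate at 0.327. That TPM and the unlabeled ratio are made from the same exon and intron values, a link that shuffling also breaks. The shuffles therefore cannot tell whether the remainder comes from this second link. Abundance and responsiveness correlated at 0.686, and at 0.742 after shuffling.

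The share of transcripts with a labeled ratio of 1 or more fell in each step from the lowest decile of expression (70.3%) to the highest (0.542%), where it was 0.770% of the lowest decile's share. This does not test counting noise at low expression, since it restates the lower expression of these transcripts, and the labeled exon TPM enters both the deciles and the ratio. By decile of the unlabeled exon TPM, which is no part of the labeled ratio, the share fell from 60.7% to 0.796%. Without read counts, counting noise cannot be told apart from other differences between low and high expression. Low expression of long transcripts as the whole cause of their greater length is argued against by the within-decile length ratio, whose median over deciles was 1.20 (95% interval 1.09 to 1.36); the ratio was 1.71 in the lowest decile and under 1 in the top 3. Of 7244 genes with several transcripts in the main set, 2261 (31.2%) had transcripts on both sides of a labeled ratio of 1, although such transcripts largely share exons and introns; how RSEM divided reads among isoforms was not tested.

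Of the 20920 compatible transcripts, 57.3% had no exact solution of the model. Noise in transcripts with low exon TPM is argued against as the main cause. The share was 80.6% among the 5780 with a mean exon TPM of at least 100 and 48.3% among the 15140 others. Between the line and the diagonal, where nearly all transcripts without a solution lie, it was 91.2% of 5110 and 83.5% of 8757. These splits were by exon TPM, so noise in low intron values of highly expressed transcripts stays open. Gm5148 transcript ENSMUST00000099128, which had no solution, had a mean exon TPM of 2308 but an unlabeled intron TPM of 0.57. Noise that does not depend on expression stays open as well. In the simulation, noise of SD 0.1 raised the share without a solution below the line from 1.78% to 41.3%. In the data, it was 86.3% of the 13867 transcripts below the line. Leakage of unlabeled RNA into the labeled pool may contribute: after subtraction of 0.167 times the unlabeled value, 48.6% of 17822 compatible transcripts had no solution, just under the limit set for this test, but this subtraction also raised the share with a labeled ratio of 1 or more from 28.2% to 37.1% and left 8667 transcripts without a solution. Whether the unlabeled library holds preexisting or total RNA stays open, as its labels conflict. Read as total RNA, it gives every compatible transcript a solution by construction, so that this reading could not be tested here.

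Outside the protein-coding set, of 871 lincRNA transcripts with a mean exon TPM above 1, 47.6% had a labeled ratio of 1 or more and 22.3% lay below the diagonal, and 262 received rates. Antisense transcripts had 55.8% and 19.6% among 1034. These sets were not matched on expression: the median mean exon TPM was 10.4 for lincRNA, 6.58 for antisense and 24.1 for protein-coding transcripts. In the protein-coding deciles that hold 10.4 and 6.58, 37.9% and 48.5% had a labeled ratio of 1 or more. In the same deciles, 6.05% and 7.78% lay below the diagonal. Retained-intron transcripts, whose annotated exons include intron sequence, had 28.0% with a ratio of 1 or more among 9063, near the protein-coding share. Their share below the diagonal was higher, at 8.84% against 5.10% of protein-coding transcripts.

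Within 4155 genes with several transcripts at a mean exon TPM of at least 10, the SD of the ln degradation rate between transcripts of a gene had a median of 0.530 and a root mean square of 0.921, against 1.21 over all those transcripts.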
